# The extent of ribosome queuing in budding yeast

**DOI:** 10.1371/journal.pcbi.1005951

**Published:** 2018-01-29

**Authors:** Alon Diament, Anna Feldman, Elisheva Schochet, Martin Kupiec, Yoav Arava, Tamir Tuller

## Abstract

Ribosome queuing is a fundamental phenomenon suggested to be related to topics such as genome evolution, synthetic biology, gene expression regulation, intracellular biophysics, and more. However, this phenomenon hasn't been quantified yet at a genomic level. Nevertheless, methodologies for studying translation (e.g. ribosome footprints) are usually calibrated to capture only single ribosome protected footprints (mRPFs) and thus limited in their ability to detect ribosome queuing. On the other hand, most of the models in the field assume and analyze a certain level of queuing. Here we present an experimental-computational approach for studying ribosome queuing based on sequencing of RNA footprints extracted from pairs of ribosomes (dRPFs) using a modified ribosome profiling protocol. We combine our approach with traditional ribosome profiling to generate a detailed profile of ribosome traffic. The data are analyzed using computational models of translation dynamics. The approach was implemented on the *Saccharomyces cerevisiae* transcriptome. Our data shows that ribosome queuing is more frequent than previously thought: the measured ratio of ribosomes within dRPFs to mRPFs is 0.2–0.35, suggesting that at least one to five translating ribosomes is in a traffic jam; these queued ribosomes cannot be captured by traditional methods. We found that specific regions are enriched with queued ribosomes, such as the 5’-end of ORFs, and regions upstream to mRPF peaks, among others. While queuing is related to higher density of ribosomes on the transcript (characteristic of highly translated genes), we report cases where traffic jams are relatively more severe in lowly expressed genes and possibly even selected for. In addition, our analysis demonstrates that higher adaptation of the coding region to the intracellular tRNA levels is associated with lower queuing levels. Our analysis also suggests that the *Saccharomyces cerevisiae* transcriptome undergoes selection for eliminating traffic jams. Thus, our proposed approach is an essential tool for high resolution analysis of ribosome traffic during mRNA translation and understanding its evolution.

## Author summary

During translation, multiple ribosomes may translate the same mRNA. The density of ribosomal traffic across the transcript poses several open questions, such as how often a ribosome’s path is blocked by a second ribosome, do queues of multiple ribosomes typically form on mRNAs and what is their effect on the overall translation rate of an mRNA. However, this phenomenon hasn't been quantified yet at a genomic level. Nevertheless, methodologies for monitoring translation are limited in their ability to detect ribosome queuing. On the other hand, most of the models in the field assume and analyze a certain level of queuing. Here we present an experimental-computational approach for studying ribosome queuing based on sequencing of RNA footprints extracted from pairs of adjacent translating ribosomes, and a computational model of translation dynamics. Our data shows that ribosome queuing in *Saccharomyces cerevisiae* is more frequent than previously thought, suggesting that at least one to five translating ribosomes is in a traffic jam; these queued ribosomes cannot be captured by traditional methods. Our analysis also suggests that the *S*. *cerevisiae* transcriptome undergoes selection for eliminating traffic jams, while specific regions and genes may possibly be under selection for increased queuing.

## Introduction

Understanding the dynamics of protein translation is a fundamental question in biology, and has been extensively studied using experimental and computational methods in recent years [1,2]. During translation, multiple ribosomes may translate the same mRNA. The density of ribosomal traffic across the transcript poses several open questions, such as how often a ribosome’s path is blocked by a second ribosome, do queues of multiple ribosomes typically form on mRNAs and what is their effect on the overall translation rate of an mRNA.

Computational and mathematical modeling of translation dynamics was first proposed in the 1960s [3–8]. A fundamental aspect of these models is ribosome queuing. Specifically, the totally asymmetric simple exclusion process (TASEP) and variants thereof have been widely used to study ribosome traffic [2,9]. This model assumes that the movement of the ribosomes is only in one direction, from the 5′ end to the 3′ end, a ribosome can only hop to the next position on the transcript at some known rate, and only if it is free from other ribosomes. Thus, it enables a direct study of ribosome queuing. In an early study, Zhang et al. studied the effect of clusters of slowly translated codons on the forming of queues across a synthetic transcript, as well as a set of endogenous mRNAs [10]. Mitarai et al. approximated codon translation rate using 3 categories and showed that ribosome collisions in the *E*. *coli lacZ* operon are more frequent than previously thought, where about 5% of ribosome translation time is wasted because of collisions along the mRNA [11]. In a later study, Mitarai and Pedersen compared the ribosome traffic on 87 wild-type sequences and sequences where the synonymous codons were swapped randomly, and showed that wild-type genes tend to reduce ribosome collisions [12]. Chu et al. performed two studies, accompanied by experiments expressing CFLuc, that analyzed ribosome traffic under different codon sequence variants, and demonstrated the effect of codon usage and queuing of ribosomes in the 5’-end region on translation initiation [13,14]. In recent years, dozens of additional studies based on variants of the TASEP model have been employed to answer fundamental questions in molecular evolution, functional genomics, synthetic biology, and more [2]. However, performing an accurate transcriptome-wide assessment of ribosome queuing remains a challenge due to the need for careful calibration of the model [2].

A number of studies in recent years have suggested that translation is rate-limited by the initiation rate of a gene [15–17]. In this regime, traffic jams are less likely to form due to the low density of ribosomes on the mRNA, and are expected to have a weaker relation with codon usage [18]. However, an ongoing debate remains over the relative contribution of different factors to the control over translation rate, which is also related to the rate limiting nature of initiation vs. elongation [14,19–22].

In recent years, ribosome profiling (Ribo-seq) has been the state-of-the-art technology for monitoring the transcriptome-wide distribution of translating ribosomes at high-resolution [23]. Ribosome profiling is based on deep-sequencing of ribosome-protected mRNA fragments (RPFs) from living cells, such that the sequence of each fragment indicates the position (footprint) of a translating ribosome on the transcript. Ribo-seq has been used to detect positions with significantly enriched reads. Strong peaks in the reads density have been interpreted as ribosome pausing sites and were linked to various possible causes [24–32]. If indeed ribosome pausing is common, we expect queues to form around such pauses.

It should be noted that typically, Ribo-seq protocols filter fragments that are longer than a single ribosome (approximately 30bp), with few exceptions [33]. Thus, adjacent ribosomes and regions where pairs (or more) of ribosomes are frequent, are expected to be under-represented in most Ribo-seq datasets. This may limit the analysis of ribosome stalling and queuing if indeed a significant portion of ribosomes are paired. However, there are currently no comprehensive estimates of the extent of ribosome queuing. In this study, we provide for the first time, quantitative estimates for the portion of pairs of ribosomes and analyze the dynamics of ribosome queuing using experimental and simulated data.

## Results

### Estimating the fraction of paired ribosome footprints

The probability that two ribosomes are adjacent to one another is affected by a long list of variables such as the number of ribosomes in the cell, the length and number of translated mRNAs, the initiation rates, the distribution of elongation rates along the mRNA, etc. Thus, it is not trivial to estimate this value without a direct experiment.

To estimate the quantity of ribosomes that are adjacent to one another in the transcriptome–which is related to the extent of queuing / traffic jams on transcripts–the first steps of the ribosome profiling protocol in yeast were performed as previously described [23,34] (details in the Materials and Methods section). Ribosome protected footprints (RPFs) of various sizes were generated, followed by sucrose gradient fractionation. The resulting profiles were analyzed, along with previously reported footprint gradients [23,33,35], by employing Gaussian mixture to model the different components within the profile (**Fig 1**, details in the Materials and Methods section). Previous studies focused mostly on isolating the RPF fraction with footprints protected by a single ribosome (referred to here as mono-RPFs), with some exceptions [33]. Here, we estimated the size of two fractions: mono-RPFs (mRPFs) and di-RPFs (dRPFs), the latter containing footprints protected by two ribosomes (a disome). The area of each fraction in the profile is proportional to the number of ribosomes in each fraction. Thus, the ratio between the dRPFs fraction and the mRPFs fraction can provide an estimation for the ratio between the number of ribosomes that are directly adjacent to one another and the number of isolated ribosomes on the transcript. The ratio obtained ranged from 0.196 to 0.352 in the four datasets, suggesting that at least 1 in 6 ribosomes is adjacent to another and form a pair. When considering the existence of larger clusters of ribosomes, however, in smaller quantities, the probability of observing a pair of adjacent ribosomes is expected to be even higher, at least 1 in 5 as justified by the computational model in the next sections. We obtained similar results using different methods (**S1 Fig**).

**Fig 1:**
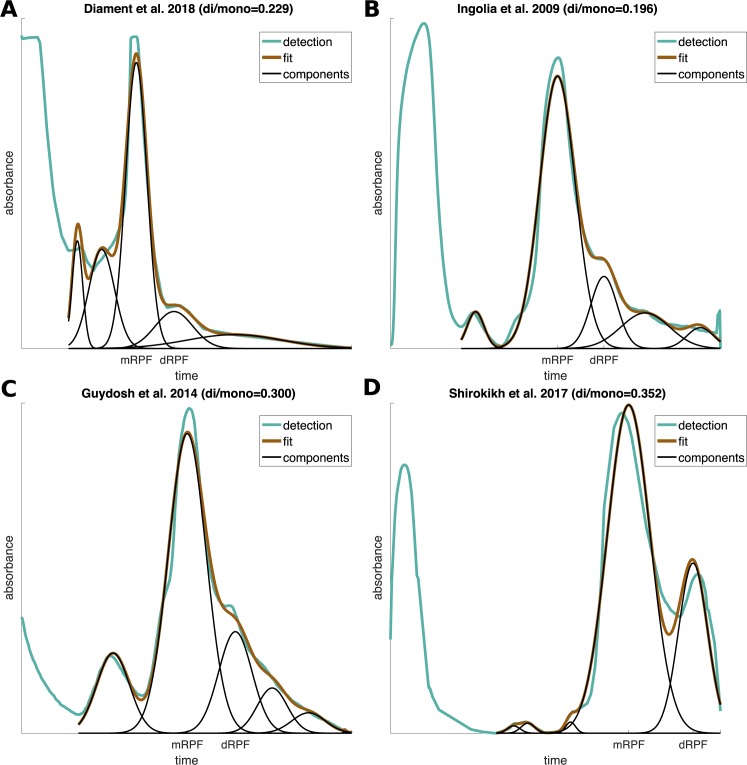
Sucrose gradient fractions. **(A)** Quantification of ribosome protected footprints (RPFs) according to size. The plot shows the estimated components underlying the observed distribution, by means of Gaussian mixture. Each component reflects a set of footprints with a typical size, originating from a single ribosome (mono-RPF, mRPF), a pair of ribosomes (di-RPF, dRPF), etc. The ratio of dRPFs to mRPFs is reported in the caption. **(B)** Same for Ingolia 2009 data, profile reproduced from [23]. **(C)** Same for Guydosh 2014 data, profile reproduced from [33] (Fig 1 in the original paper). **(D)** Same for Shirokikh 2017 data, profile reproduced from [35] (Figure 5 in the original paper). See also **S1 Fig**.

The variance between different studies may reflect the condition in which the experiment was performed, such as the type and amount of RNase used (which may cut dRPFs at some rate and relocate them to the mRPF fraction), but possibly also additional conditions that affect translational efficiency in cells. The high fraction of dRPFs detected in all the experiments, however, suggests that ribosome queuing is more prominent and widespread than typically assumed, and that the distribution and determinants of traffic jams in the transcriptome are important fundamental questions. This may also suggest that due to the large extent of queuing, previous results that attempted to answer these questions by sequencing only mRPFs were based on limited data.

### Measurement of queues

In order to study the locations where queues form, we sequenced both fractions of mRPFs and dRPFs (details in the Materials and Methods section). 

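Footprints of budding yeast were sequenced as 1 library of mRPFs, the footprints of single ribosomes, and 1 library of dRPFs, the footprints of adjacent ribosome pairs, together with 1 RNA-seq library. Reads of 21 to 34 nt were kept as mRPFs and reads of 40 to 60 nt as dRPFs. The authors trimmed adaptors, discarded Ribo-seq reads on rRNA and tRNA, mapped the remaining reads to transcripts with Bowtie, and divided multiply aligned reads between positions by the local density of uniquely aligned reads. They deposited RPKM values for 6664 genes in each library. There are no replicates, so differences between the libraries have no replicate check.

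The number of reads behind each value was recovered from the RPKM values and the CDS lengths of the R64 annotation, which held a CDS for 5988 of the listed genes. The product of RPKM and length was a whole multiple of a constant for 89.4% of the genes above 0 in the mRPF library, 93.3% in the dRPF library and 92.8% in the RNA-seq library. If this constant is the value of 1 read, the mRPF values rest on 280237 reads, the dRPF values on 1022905 reads and the RNA-seq values on 196614 reads on the listed ORFs. The median number of reads per gene with a CDS was then 15 for mRPFs, 46 for dRPFs and 8.63 for RNA-seq. On an ORF of 1000 nt, 3 reads correspond to 10.7 RPKM in the mRPF library, 2.93 RPKM in the dRPF library and 15.3 RPKM in the RNA-seq library. Of the listed genes, 5364 were above 0 in both footprint libraries, 335 had dRPFs but no mRPFs, 180 had mRPFs but no dRPFs, and 747 were listed at 0 in all 3 libraries.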

Next, the distribution of mRPFs and dRPFs in the transcriptome was analyzed using our data and Guydosh and Green’s dataset [33]. RPKM (reads per kilobase per million) values of genes according to both RPF types showed a strong correlation between the two (r = 0.88, p<10^−307^, n = 6,664; Spearman’s rho and its asymptotic p-value; **Fig 2A**), however still lower than typically observed between replicates of the mRPF fraction [36]. 

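In the libraries of this study alone, which are part of the aggregated data, Spearman's rho between the mRPF and dRPF RPKM values was 0.775 across the 6664 listed genes, with a 95% bootstrap interval over genes from 0.762 to 0.787. The rho between dRPFs and RNA-seq was higher, at 0.884 (0.875 to 0.892), and the rho between mRPFs and RNA-seq was 0.748 (0.735 to 0.761). These correlations are across genes, which are not independent replicates, and the intervals describe these libraries only. Genes at 0 RPKM were included. The setting that moved the rho of mRPFs and dRPFs most was a minimum mean of 10 RPKM over the 3 libraries, which left 5194 genes and a rho of 0.618. That minimum is set on the same libraries and drops the genes with the lowest values. This narrows the spread and by itself lowers rho. The paper describes the correlation in the aggregated data as strong, but lower than between replicates of the mRPF fraction.

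**Figure D1:**
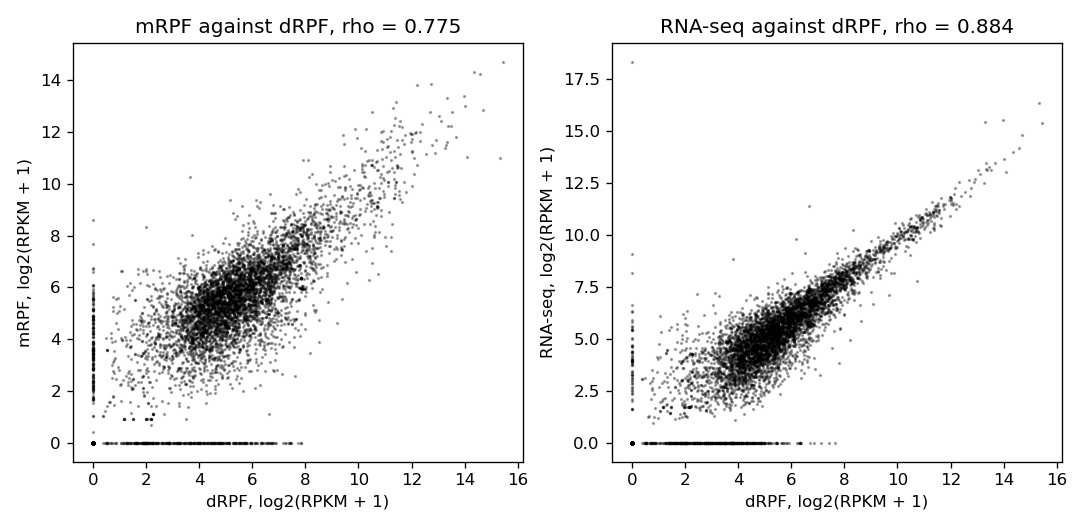
RPKM of each listed gene on a log2(RPKM + 1) scale, with mRPFs (left) and RNA-seq (right) against dRPFs; each point is a gene. The points spread more widely around the trend for mRPFs, with a rho of 0.775, than for RNA-seq, with a rho of 0.884.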

We expect differences between the distribution of mRPFs and dRPFs to reflect the location of ribosomal traffic jams.

**Fig 2:**
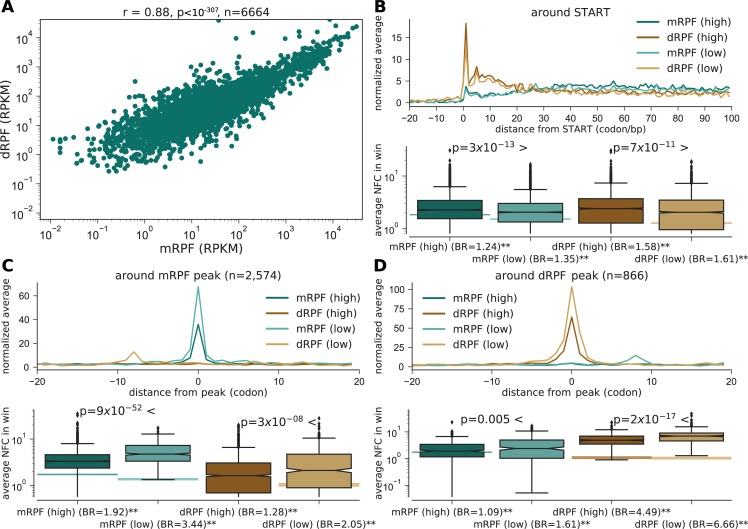
Ribosome profiling. **(A)** mRPFs vs. dRPFs, RPKM values for each gene. Spearman’s rho and an asymptotic p-value are reported in the caption. **(B)** *Top*: Meta-gene analysis around the beginning of the ORF for mRPFs and dRPFs, plotted for highly and lowly expressed genes. Read counts were normalized per gene according to gene average (NFC), and the average across genes per position is shown. *Bottom*: The distribution for all genes of the mean NFC across the window in the top panel. P-values according to rank-sum test compare highly and lowly expressed genes. The background bands show the resulting medians when sampling random positions across the same genes (95% of the sampled medians fall within this range). Background ratio (BR) of the observed median vs. null is reported below (** denotes empirical p-value < 0.01). **(C)** Same, around peaks detected in mRPF profiles. **(D)** Same, around peaks detected in dRPF profiles. See also **S2 Fig**, **S3 Fig**.

Meta-gene profiles of normalized footprint counts (NFC, i.e. read counts divided by the transcript’s mean read count) were calculated for mRPFs and dRPFs (**Fig 2**, **S2 Fig** and **S3 Fig** for the separate datasets). When examining the 5’-end of genes (**Fig 2B**), an enrichment of dRPFs compared to mRPFs was observed. In addition, it can be seen that the profile of dRPFs decreases into the gene. Genes were divided into two sets of highly and lowly expressed (top / bottom 50% according to their protein abundance). In order to control for the number of reads in the sets, the highly expressed genes were downsampled to have the same total number of reads as the lowly expressed genes. We found that both mRPF and dRPF profiles had higher normalized counts in the set of highly expressed genes compared with lowly expressed genes (p = 3x10^-13^ / 7x10^-11^, respectively, rank-sum p-value). Both mRPFs and dRPFs had a median normalized count significantly higher than the background (1.24–1.35-fold for mRPFs and 1.58–1.61-fold for dRPFs, p<0.01, empirical p-value based on random sampling of positions within the same set of genes). This may imply that ribosome queuing is frequent in the 5’-end region, and specifically in highly expressed genes.

Peak calling was performed in order to detect regions with significant ribosome pausing, and study its association with the traffic around the peak. Peaks were defined as positions that are at least 5 standard deviations above the ORF’s mean (ignoring positions empty of reads). In the vicinity of detected peaks in the mRPF profiles a dRPF peak can be observed, distanced 9 codons upstream (**Fig 2C**). These di-footprints mark the position of two ribosomes–a ribosome positioned 9 codons upstream to the mRPF peak, and a second one approximately where the mRPF was detected. Unlike in the 5’-end region, mRPF peaks were more extreme in lowly expressed genes (p = 9x10^-52^, 3.44-fold above background compared with 1.92 in top genes). Similarly, the associated dRPF peaks were mostly related to lowly expressed genes (p = 3x10^-8^, 2.05-fold above background compared with 1.28). Correspondingly, in the vicinity of peaks detected in dRPF profies an mRPF peak was detected 9 codons downstream (**Fig 2D**). Furthermore, the dRPF peaks were more extreme in lowly expressed genes (p = 2x10^-17^, 6.66-fold above background compared with 4.49), and the associated mRPF reads were enriched in lowly expressed genes (p = 0.005, 1.61-fold above background compared with 1.09). One hypothesis that may explain this result is that when traffic jams form in lowly expressed genes, they tend to be more severe. Traffic jams are expected to form in regions with high ribosomal density–for example, in highly expressed genes with high initiation and translation rates. On the other hands, highly expressed genes are under selective pressure to increase translation efficiency and to reduce traffic jams, for example by developing a ramp in their 5’-end [37,38]. Due to this, lowly expressed genes may still contribute significantly to the observed queues despite being less dense.

Whenever ribosomes form a queue, the traditional ribosome profiling protocol (which sequences mRPFs) is expected to fail to fully capture the present ribosomal density. We tried to estimate the percentage of queued positions and locations of such queues by detecting missing mRPFs in the profiles. The following rule was employed: a position had a significant number of mRPFs missing if the number of mRPFs in that position was in the bottom 10% of that gene, while the number of dRPFs in that position was in the top 10% of that gene. For each gene with at least 10% dRPF reads coverage, the percentage of positions with missing mRPFs was calculated according to this rule (median: 9%). In addition, the calculation was repeated for 3 regions of the gene: the first 100 codons, the last 100 codons and the rest of the gene (**Fig 3A**). The percentage of positions with missing mRPFs was significantly higher in the first / last regions (p = 4*x*10^-5^ / 0.03, respectively; rank-sum p-value), compared with the mid-region, suggesting that these regions tend to contain more traffic jams.

**Fig 3:**
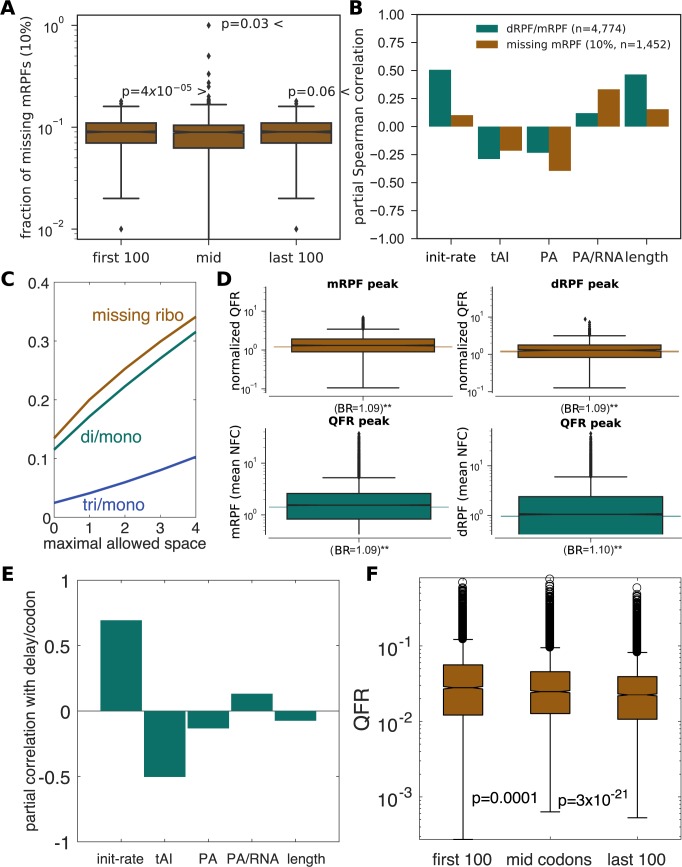
Queue analyses. **(A)** Fraction of positions with detected missing mRPFs in genes, divded into 3 regions: first 100 codons, last 100 codons and the rest of the gene. mRPF profiles were downsampled to have the same number of reads as the dRPF profiles. Rank-sum p-values reported. **(B)** Partial Spearman correlations between the dRPF-to-mRPF ratio per gene, and the fraction of missing mRPFs (across the entire ORF) vs. various features (initiation rate, tRNA adaptation index, protein abundance–PA, PA per RNA copy and ORF length), while controlling for their dependencies. mRPF profiles were downsampled to have the same number of reads as the dRPF profiles. *n* indicates the number of genes, and the threshold for missing mRPF detection is indicated in percentage. See also **S4 Fig**. **(C)** The ratio between simulated dRPFs and mRPFs, as well as the estimated fraction of missing ribosomes when sequencing mRPFs, for different values of the maximal allowed space between ribosomes on a footprint (see also **S4 Fig**). **(D)** *Top*: Enriched simulated queued ribosomes in windows surrounding measured mRPF and dRPF peaks (empirical p-value < 0.01). Y-axis shows the average QFR (normalized similarly to NFC). *Bottom*: Enriched mRPFs and dRPFs in windows surrounding peaks in simulated profiled of the fraction of queued ribosomes per position (empirical p-value < 0.01). **(E)** Partial Spearman correlations between ribosome delay per codon of a gene, and various features while controling for their dependencies. **(F)** Distribution of the queued fraction of ribosomes (QFR) in 3 regions of the gene. Sign-rank p-value between box-plots.

Finally, the correlation between the percentage of positions with missing mRPFs in a gene and various features related to its expression and translational efficiency was computed, while controlling for dependencies between the features using partial Spearman correlations. Significant negative correlations were observed with the gene’s adaptation of the coding sequence to the tRNA pool as measured via tAI [39] (r = -0.21, p = 1.4x10^-6^), and its protein abundance (PA, r = -0.39, p = 3x10^-55^). Significant positive correlations were observed with the initiation rate of the gene (r = 0.10, p = 10^−4^), the PA per RNA copy (r = 0.33, p = 8x10^-39^), and ORF length (r = 0.15, p = 2x10^-9^; **Fig 3B**). Initiation rates for the aforementioned test were inferred using a simulation of ribosome traffic, as discussed in the next section and the Materials and Methods, with ribosomal densities and RNA copies estimated from Ribo-seq and RNA-seq data. Similar results were observed using different thresholds for detection of missing mRPF and appear in **S4 Fig**. 

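For the dRPF-to-mRPF ratio, partial Spearman correlations were computed in the libraries of this study alone, across the 1732 genes that were above 0 RPKM in both footprint libraries and had a value for each feature. The features were the initiation rate of S1 Table, tAI computed from 274 nuclear tRNA genes of the reference, and ORF length, each controlled for the others. Protein abundance and protein abundance per RNA copy were not used here, and S1 Table was used for its first 1999 genes. The partial rho was 0.106 with the initiation rate (95% bootstrap interval over genes 0.0559 to 0.155), 0.0725 with tAI (0.0224 to 0.122) and -0.171 with ORF length (-0.222 to -0.123). Genes are not independent replicates, and these intervals cover the choice of genes only. With RNA-seq RPKM as an added feature, the partial rho with tAI changed sign to -0.0476. The partial rho with the initiation rate then fell to 0.0349, below its interval. The initiation rates behind Fig 3B were fitted to dRPF and RNA-seq values. With the dRPF/RNA-seq ratio of each gene in place of the initiation rate, the partial rho with this ratio was 0.193 across 1659 genes. Both ratios share the dRPF reads, so errors in these reads alone push this value up.

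Among all 5285 genes with a CDS and reads in both footprint libraries, the median log2 dRPF-to-mRPF ratio was 0.35 in the quartile with the shortest ORFs (95% bootstrap interval 0.25 to 0.45), -0.19 in the second, -0.35 in the third and -0.63 in the quartile with the longest ORFs (-0.70 to -0.56).

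**Figure D2:**
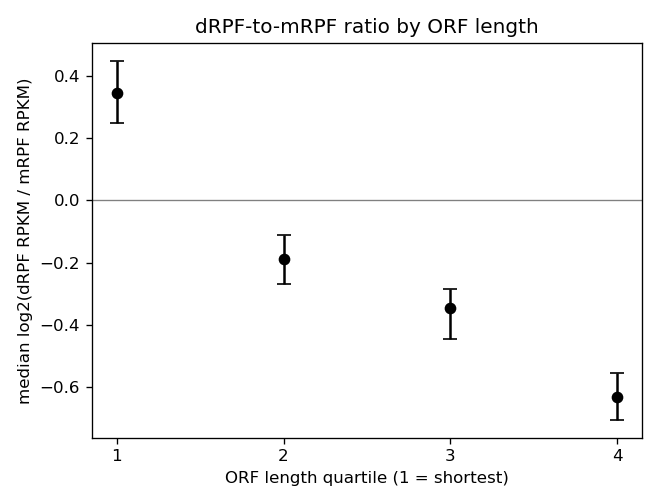
Median log2 ratio of dRPF to mRPF RPKM in each quartile of ORF length, from the shortest (1) to the longest (4); bars are 95% bootstrap intervals over genes. The median falls from 0.35 to -0.63 across the quartiles.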

The test was repeated for the dRPF-to-mRPF ratio with similar results (**Fig 3B**). We further discuss these results below.

### Translation simulation

Simulating ribosome movement enables a study of traffic on the mRNA in greater detail. A simulation of translation in 5,450 yeast genes was performed based on the totally asymmetric simple exclusion process (TASEP) model, with parameters calibrated using Arava et al.’s experimental measurements of the number of ribosomes on each transcript as well as RNA copy numbers [40] (details in the Material and Methods section, simulation results reported in **S1 Table**). Translation initiation rates of genes were fitted to achieve the measured ribosomal density. In addition, RNA and ribosome numbers were scaled globally to achieve the total quantities of transcripts and translating ribosomes that are generally accepted in the literature (details in the Materials and Methods section). The resulting initiation rates (median: 0.09s^-1^, with rates ranging from 0.019s^-1^ in the 10^th^ percentile to 0.29s^-1^ in the 90^th^ percentile) were in good agreement with previous results (r = 0.70, p<10^−307^, n = 5,162; asymptotic p-value for Spearman’s rho) [41]. 

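The simulated translation rates of S1 Table were set beside the ratio of mRPF to RNA-seq RPKM in the libraries of this study, across 1671 genes of the part of the table used here that were above 0 in both libraries. Spearman's rho was -0.257, with a 95% bootstrap interval over genes from -0.298 to -0.210. With dRPFs in place of mRPFs, rho was 0.0672 across 1714 genes, a change of sign. With the summed RPKM of mRPFs and dRPFs over RNA-seq it was -0.155 across 1665 genes. The genes are not independent replicates.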

The correlation between the resulting translation rates and PA per RNA copy was moderate (r = 0.32, p = 2.2x10^-16^, n = 5,132), and similar to their correlation with the ratio of Ribo-seq RPKM to RNA-seq RPKM (r = 0.37, p = 1.3x10^-170^, n = 5,384). To test the simulated profiles at the codon level, density profiles of the 1,000 densest genes in a high-resolution ribosome profiling dataset were utilized [42]. A median correlation of 0.10 was observed between simulated and measured ribosome density profiles of genes, smoothed using a 10-codon wide sliding window. This value is comparable to the correlation between two mRPF profiles from different experiments (r = 0.16 for Brar et al. vs. Guydosh et al.; this is similar to previous reports [36]).

We generated a simulated distribution of the fractions of RPFs in the simulation (ribosomes were taken to be 10 codons long), counting the number of isolated, pairs, triplets of ribosomes etc. throughout the transcriptome (**S4 Fig**). First, only directly adjacent ribosomes were considered, with no codons between them, resulting in a dRPF-to-mRPF ratio of 0.11, which is lower than reported in the section above. However, when considering simulated RPFs comprising of ribosomes up to 1–4 codons apart on the footprint, the observed ratio increased to 0.17–0.32 –results that are in good agreement with the ones above (**Fig 3C**). Thus, it is possible that some of the RPFs that are typically collected in a ribosome profiling experiment contain ribosomes with 1–4 free codons between them. Other parameters that may affect this ratio are the growth conditions, and the existence and frequency of ribosome pausing, which was not simulated here [25]. Similarly, the simulation was utilized to estimate the size of the fraction of tri-RPFs (containing 3 ribosomes), which was 3- to 5-times smaller than the dRPF fraction, suggesting that dRPFs represent the majority of queued ribosomes (**Fig 3C**, **S4 Fig**). Moreover, the model enables to extrapolate and estimate the fraction of total ribosomes that are not isolated since they are adjacent an additional ribosome, and therefore are unlikely to be detected via mRPF sequencing. We estimate that this fraction ranges from 14% (0 codon separation between neighboring ribosomes) to 34% (up to 4 codon separation) (**Fig 3C**).

### Simulated queue properties

We analyzed the distribution across the transcriptome of queued ribosomes and their waiting times in the simulation, that is, ribosomes that cannot complete an elongation cycle due to the next codon being covered by another ribosome. The probability of observing a queue in a gene was 0.21 (median over genes, with probabilities ranging from 0.024 in the 10^th^ percentile to 0.58 in the 90^th^ percentile). Typically, 3.67% of the translating ribosomes on an mRNA were delayed due to traffic jams (median over genes, with the 10^th^ and 90^th^ percentiles being 0.9% and 14.2%), and 5.9% of all translating ribosomes in the cell were delayed at any given time. This fraction is related to the number of observed dRPFs in the previous section, however it is expected to be smaller than the latter since some of the ribosomes that are within a footprint’s range from one another may not interfere with another ribosome’s progress at all times (only at time intervals when the two are directly adjacent and the downstream ribosome is elongating more slowly than the upstream ribosome). The total delay time of a ribosome during the synthesis of a complete gene was 3.5s (median over genes, with delay times ranging from 1.07s in the 10^th^ percentile to 11.65s in the 90^th^ percentile).

Next, the meta-gene analyses in the above section were repeated for simulated profiles. In windows surrounding observed Ribo-seq peaks (the ones detected in **Fig 2**), a significant enrichment was observed in the queued fraction of (simulated) ribosomes (QFR) (1.09-fold compared with background around mRPF and dRPF peaks, **Fig 3D**). Similarly, peaks were detected in the profiles of the QFR values per position, with significant enrichment of mRPF and dRPF reads observed in their vicinity (**Fig 3D**). Thus, the simulated traffic has a significant relation with the measured RPFs. Differences between the experimental data and simulation can be partially explained by the high level of inter-experiment variance, and by the fact that our model does not include long translational pauses, which may affect a significant portion of ribosomal traffic [25].

We tested the relation between ribosome delay times per codon and various sequence/expression-related features of the gene, including the inferred initiation rate, tRNA Adaptaion Index (tAI) score, protein abundance (PA), PA per RNA copy, and ORF length. Partial Spearman correlations were computed between ribosome delay times per codon and each feature given the other 4 features (**Fig 3E**). A strong positive correlation with initiation rates (r = 0.69; p<10^−307^; n = 5,080; asymptotic p-value) and a strong negative correlation with tAI scores (r = -0.50, p<10^−307^, n = 5,080) were observed, implying that genes that contain codons recognized by less abundant tRNA species tend to exhibit ribosome congestion and traffic jams across their sequence. These results are similar to the ones reported above based on Ribo-seq data (**Fig 3B**). Furthermore, weak yet significant correlations were observed with PA (r = -0.13; p = 1.4x10^-21^; n = 5080), PA/RNA (r = 0.13; p = 3.2x10^-32^; n = 5,080) and gene length (r = -0.07; p = 10^−7^; n = 5,080). Next, QFR was computed in 3 different regions of the ORF–the first 100 codons (median: 2.8%), the last 100 codons (2.25%) and the rest of the sequence (2.48%)–for 4,204 genes with appropriate length (**Fig 3F**). On average, the percentage of queued ribosomes in the first region was 1.9/2.1-fold higher in the first region compared with the middle/last region (respectively) in that gene; this is with agreement with the 5’-end enrichment observed in Ribo-seq data.

The simulation was repeated for 100 random genomes where the order of synonymous codons within each gene was permuted, as well as for 100 random genomes where the global rates of codons were shuffled (without altering the gene sequence, details in the Material and Methods section), and employed them to calculate two empirical p-values: p_1_ controlling for codon order, and p_2_ controlling for the general decoding rates of the different codons. We found that traffic jams were less prevalent in the real genome according to the various properties discussed above, including: ribosome delay time (p_1_<0.01, p_2_<0.01), queue probability (p_1_<0.01, p_2_ = 0.01) and QFR (p_1_<0.01, p_2_<0.01), as well as the ratio of simulated dRPF to mRPF (p_1_<0.01, p_2_<0.01). Interestingly, the percentage of queued ribosomes in the first 100 codons was higher than in permuted sequences (p_1_<0.01), while in other regions of the gene it was lower than in permutations (p_1_<0.01). This is in agreement with previous suggestions that selection acts on codon order to decrease congestion downstream by delaying ribosomes when entering the ORF [38].

P_2_ values were also utilized to test the simulation calibration. The simulation results were in better agreement with experimental data for the selected set of codon decoding rates than for random assignments of the same 61 rates. For example, the correlation between simulated and measured footprint density profiles was significantly higher for the selected parameters (p_2_<0.01), as was the correlation between simulated translation rates and PA/RNA (p_2_ = 0.01), and the correlation between simulated translation rates and Ribo-seq/RNA-seq RPKM ratio (p_2_ = 0.01).

### Functional gene groups with extreme traffic conditions

We studied gene sets that exhibited extreme traffic conditions, either with respect to the rest of the genes or with respect to randomized variants of these genes. The resulting z-scores from comparing an observed property of a gene (e.g., its translation rate) with the distribution of that property in variants with shuffled synonymous codons and the same ribosomal load on the transcript can be regarded as an optimality score for the sequence (details in the Materials and Methods section). The set of genes with the highest translation rate compared to its respective random set (top 5%) has a significant subset of common genes with the set of genes with the lowest fraction of queued ribosomes compared to random (bottom 5%, p = 5x10^-50^, hypergeometric p-value), and vice versa (p = 10^−88^, **Fig 4A**). This is expected, as genes with an optimized codon order (and reduced traffic jams) can reach a higher translation rate while occupying the same average number of ribosomes (see for example [37]). In addition, a significant negative correlation was observed between the z-scores of QFR and the inferred initiation rates of genes reported in the sections above (r = -0.13, p = 6.2x10^-21^, n = 5,450). This result is in agreement with the hypothesis that highly expressed genes are expected in many cases to be under selective pressure to optimize their sequence as to minimize queuing (see for example [37]).

**Fig 4:**
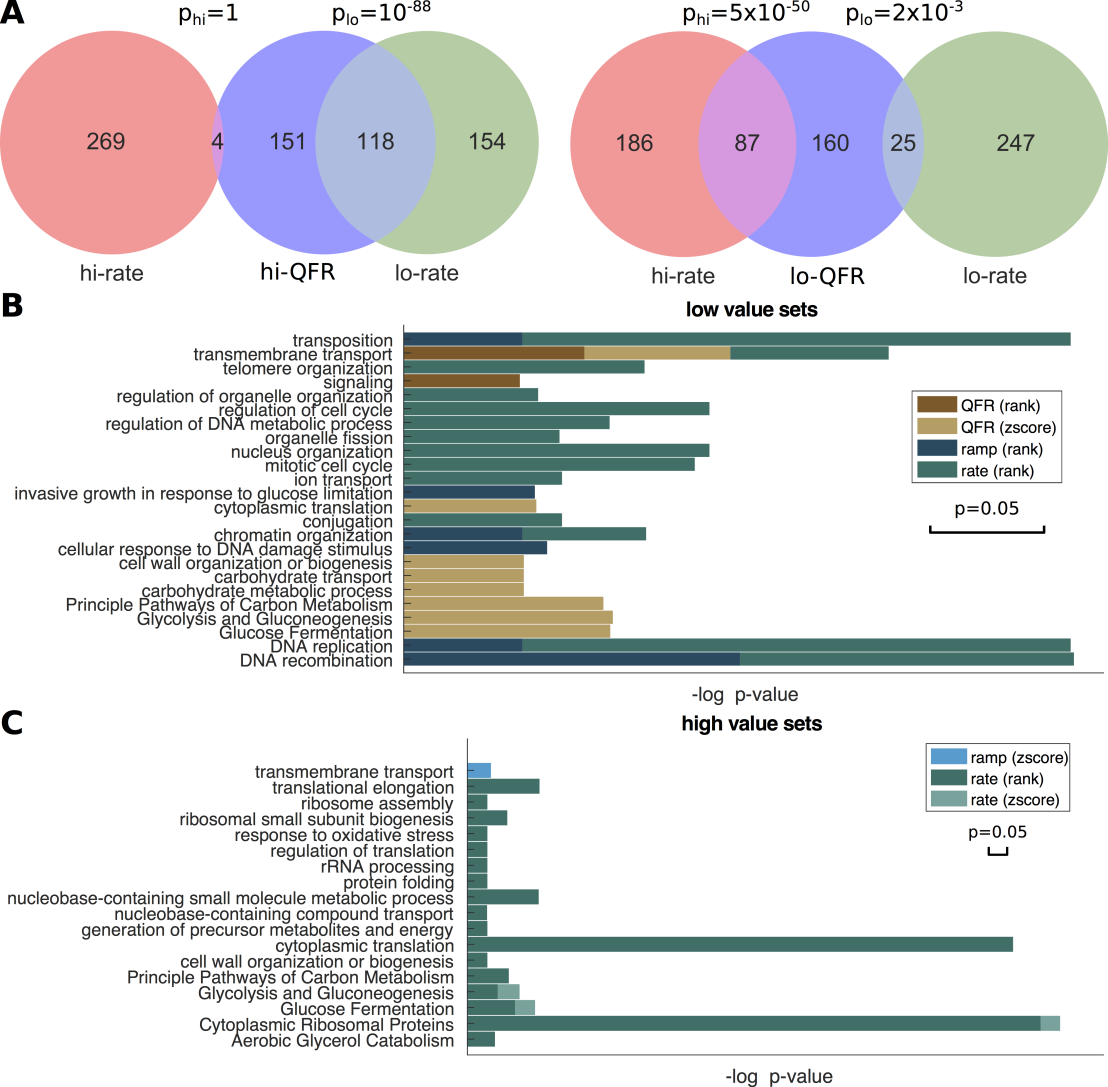
Functional enrichment. **(A)** Sets of genes with extreme properties relative to randomizations of their synonymous codon order. *Left*: Intersection between the set of genes with the highest QFR compared to random, and genes with the highest/lowest translation rate compared to random. *Right*: The same for the lowest QFR compared to random. **(B)-(C)** Functional enrichment in different gene sets with extreme properties, according to their rank among genes, or according to their z-scores vs. codon randomizations. Each of the stacked bars represents the enrichment p-value of the corresponding term (longer bars for smaller p-values) in the gene set (denoted by color, see legend). The ramp score was defined by the ratio of QFR in the first 100 codons and the middle of the gene (excluding the first/last 100 codons). The scale of the 0.05-threshold is shown below the legend.

Functional enrichment was performed for the above sets of genes (**Fig 4B and 4C**, sets appear in **S2 Table**), detecting a number of biological processes and pathways over-represented in genes with a low QFR z-scores, such as cytoplasmic translation (p = 0.0305, hyper-geometric p-value adjusted for FDR, light brown in **Fig 4B**), and glucose fermentation (p = 0.004, light brown in **Fig 4B**). The largest subset of QFR-optimized genes was associated with transmembrane transport (p = 0.0215, light brown in **Fig 4B**). Interestingly, the same process was also enriched in genes with high z-scores of dense queuing in the first 100 codons compared with the middle codons of the genes (p = 0.0216, light blue in **Fig 4C**). Many of these genes are not highly expressed, as discussed below, and may be selected for these properties for reasons other than translational efficiency, such as co-translational folding [43].

Next, functional enrichment was performed for sets of highly and lowly ranked genes, according to their properties (sets appear in **S2 Table**). A number of pathways were enriched both in highly translated genes (top 5%, dark green in **Fig 4C**), as well as in rate-optimized genes (top 5% of z-scores, light green in **Fig 4C**) according to translation rate, namely cytoplasmic ribosomal proteins (p_rank_ = 2.8x10^-41^, p_zs_ = 0.0422 for the highly ranked and highly optimized sets, respectively), glycolysis (p_rank_ = 7.1x10^-3^, p_zs_ = 0.0285) and glucose fermentation (p_rank_ = 4.2x10^-4^, p_zs_ = 0.0382). A number of pathways were enriched in highly translated genes (dark green in **Fig 4C**), as well as in QFR-optimized genes (light brown in **Fig 4B**), namely cytoplasmic translation (p_rank_ = 2.5x10^-39^, p_zs_ = 0.0305), carbon metabolism (p_rank_ = 1.2x10^-3^, p_zs_ = 5.2x10^-3^), cell wall organization (p_rank_ = 0.0385, p_zs_ = 0.0424), glycolysis (p_zs_ = 4.1x10^-3^) and glucose fermentation (p_zs_ = 4.4x10^-3^). This is expected, as highly translating genes also tend to have higher ribosomal densities and therefore their codon usage may be under selection to decrease traffic jams.

## Discussion

Ribosome traffic jam is a phenomenon that has been mentioned many times in the context of genome evolution, biophysics of translation, translation modeling, biotechnology, and more. To the best of our knowledge, this study provides the first comprehensive experimental quantification of traffic jams during translation. We estimated that at least 20% of the ribosomes in the budding yeast *S*. *cerevisiae* are positioned close enough to another ribosome on the transcript to be collected as a single footprint in a ribosome profiling experiment. This is a direct indication for the level of queuing in transcripts. Our estimates using sucrose gradient analyses have been consistent across experiments, and with simulated ribosome traffic based on empirical parameters. The observed variance in results obtained from different datasets may have been related to the experiment’s particular conditions and protocol. The current experimental resolution limits the accuracy of analysis to footprints containing a single (mRPF) or a pair (dRPF) of ribosomes, but future Ribo-seq experiments may enable the analysis of larger footprints.

The results reported here suggest that queuing is not a negligible phenomenon. It appears to have important effects on organism evolution and fitness. Since translation is the process that consumes most of the energy in the cell [44], an increase of x percentage in ribosome density should be related to a similar increase in growth rate or fitness (as it is directly related to the energy consumed by the cell). It is clear that even a change of 1% or even 0.1% (as was estimated in **Fig 3D**) in the fitness of a micro-organism should have a very strong effect on its evolution (for example, in the case of *S*. *cerevisiae*, an organism with a doubling time of 90min, a mutant with 0.1% increase in fitness is expected to practically be 97% of the population after 8 months). Moreover, increase in traffic jams may have an even stronger impact when considering its potential effect on ribosome abortion, that can be related again to energy waste, as well as to the production of nonfunctional and even toxic truncated proteins. Thus, from a biological/evolutionary point of view these values are potentially significant. We believe that further comprehensive experimental and computational efforts should be spent in the future to better understand and quantify the effect of local increase/decrease in ribosome densities/queues on organism fitness.

Due to these implications, ribosome queuing should be considered when designing Ribo-seq experiments (or using any other technology for studying translation), when analyzing mRNA translation, or when modeling mRNA translation. Specifically, the results reported here support the usage of the dozens of TASEP based models in studies that have been published in recent years [2,9,45]. These results also support the idea that the genomes of various organisms are under selection for generally minimizing queuing (see, for example, [10,38,41,46]).

Our approach has enabled the detection of transcript properties that are associated with high/low levels of queuing; for example, we showed that higher initiation may tend to increase queuing while higher adaptation to the tRNA pool may tend to decrease queuing. Thus, our methodology can be used for developing better models of translation and for designing synthetic genes with increased/decreased queuing levels.

In summary, we believe that the computational-experimental approach demonstrated here will enable the analysis of translation at a higher resolution. It is essential to perform similar studies in various organisms and in different conditions to understand the significance of queuing across the tree of life. In the current study, we focused on translation under standard growth medium for yeast. It is important to emphasize that it is generally believed that under stress condition there are more traffic jams due to non-typical expression of tRNA species [47]; thus, it is possible that the estimates reported here serve as a lower bound for the ribosome traffic levels observed in the environment and evolution of yeast and other micro-organisms.

## Materials and methods

### Ribosome profiling

Ribosome profiling was performed as previously described [23,34], with minor modifications. rRNA was depleted using Ribo-Zero by EpiCentre. The small RNA sequencing kit from New England BioLabs [48] was utilized. Sucrose gradient fractionation was employed for filtering reads containing one or two ribosomes. Additional filtering of DNA was performed with BluePippin to select the relevant length prior to sequencing.

### Ribosome profiling analyses

A Gaussian mixture model was fitted to the sucrose gradient profiles of ribosome footprints. To this end, an iterative expectation-maximization algorithm was used (implemented in MATLAB’s fitgmdist function). As input to the algorithm, 500 equally spaced points were sampled from the X-axis of the profile (which is related to particle size), with their representation in the input set (the number of times each point appears) proportional to their absorbance value (the point of maximum absorbance arbitrarily set to appear 100 times in the input set). Model fitting was run multiple times using a varying number of components (4 to 8), using random seeding of the algorithm, as well as seeding with components centered around peaks in the profile (detected using MATLAB’s findpeaks), until reaching an optimal solution. The quality of models was assessed based on the Bayesian information criterion and manual inspection of candidate solutions with scores distanced at most 0.5% from the optimum.

Transcript sequences of *Saccharomyces cerevisiae* were obtained from Ensembl [49] (R64 release 87), and UTR lengths were based on previously reported major transcript isoforms (mTIF, selecting the longest one available for each transcript, and using a default length of 500bp for missing UTRs) [50]. Adaptors (AGATCGGAAGAGCACACGTCT in our dataset) were trimmed from reads using Cutadapt [51] (version 1.12). Bowtie [52] (version 1.2) was employed to map them to the transcriptome. In the first phase, Ribo-seq reads that mapped to rRNA and tRNA sequences were discarded using Bowtie parameters ‘-n 2—seedlen 21 -k 1—norc’. In the second phase, the remaining Ribo-seq reads, as well as RNA-seq reads, were mapped to the transcriptome with Bowtie parameters ‘-v 2 -a—strata—best—norc -m 200’. When the 3’ adaptor contained polyA alignments were extended to their maximal length by comparing the polyA with the aligned transcript until reaching the maximal allowed error (2 mismatches). Unique alignments were first assigned to the ribosome occupancy profiles. For multiple alignments, the best alignments in terms of number of mismatches were kept. Then, multiple aligned reads were distributed between locations according to the distribution of unique ribosomal reads in the respective surrounding regions. To this end, a 100nt window was used to compute the read count density RCD_*i*_ of unique reads in vicinity of the *M* multiple aligned positions in the transcriptome, and the fraction of a read assigned to each position was ${\mathrm{RCD}}_{i}/\sum_{j=1}^{M}{\mathrm{RCD}}_{j}$. The location of the A-site (the site of the upstream ribosome in the case of dRPFs) was estimated for each read length by performing meta-gene analysis of the distribution of 5’-end of reads upstream to the start codon of ORFs. If a global maximum was detected in the range of 5-20bp upstream to the start codon (no larger peak observed down-/upstream from this range), this distance was selected as the shift to the P-site for this read length, otherwise these reads were discarded. For 2 datasets where peaks were hard to detect, a default shift of 15bp was employed. Mapping statistics and accession numbers for all datasets used appear in **S3 Table** and **S5 Fig**. An aggregated dataset of our experimental data and Guydosh et al.’s was analyzed in **Figs 2 and 3**, and each dataset was analyzed independently in **S2 Fig** and **S3 Fig**. Protein abundance data for dividing genes into highly / lowly expressed sets was obtained from PaxDB (GPM_2012_09) [53]. Ribo-seq reads were analyzed in Python 3.5 using custom scripts and Biopython 1.6.8, SciPy 0.19.0, and NumPy 1.12.1.

### Translation simulation

Translation was modelled stochastically using a totally asymmetric simple exclusion process (TASEP) model, as performed in previous studies [54–56]. An mRNA with *N* codons is modeled as a lattice of *N* sites. At any time *t*, each site can be occupied by a single ribosome. Each ribosome translates a single site, as well as covers *L* sites in total, so that other ribosomes are excluded from these sites (cannot occupy or translate them).

The model dynamics consist of 3 possible events: (1) A free ribosome will attach to site *i* = 1 with rate *λ*, provided that the first *L*/2 codons on the mRNA are empty; (2) An attached ribosome located at site *i* will move to the next site *i* + 1 with rate *λ*_*i*_, provided codon *i* + *L*/2 is not covered by another ribosome (otherwise we refer to this ribosome as “queued” or “delayed”); (3) In the case of i = *N* the ribosome movement is in fact a termination step. It is assumed that the time between initiation attempts is distributed exponentially with rate *λ*. In addition, it is assumed that the time between jump attempts from site *i* to *i* + 1 is exponentially distributed with translation rate *λ*_*i*_, which is inversely proportional to the mean translation time *t*_*i*_ of the codon. It follows, that the time between any consecutive events is exponentially distributed (the minimum of exponentially distributed random variables) with the rate *μ*, given by: $\mu ({\left\{n_{i}\right\}}_{i=1}^{N})=\lambda +\sum_{i=1}^{N}n_{i}\lambda_{i}$, where *n*_*i*_ ∈ {0,1} denotes the translation state of site *i* (equal to 1 while being translated, and 0 otherwise). The probability that a specific event was an initiation attempt is given by *λ*/*μ*({*n*_*i*_}), while the probability that a specific event was a jump attempt (or termination event) from site *i* to site *i* + 1 is given by *n*_*i*_*λ*_*i*_/*μ*({*n*_*i*_}).

In each simulation step, an event and the time that passed between events are sampled according to the above distributions. Next, state variables are updated according to the rules for each event. A pseudo-code of the simulation is given in **S1 Text**. In order to bring the system to a steady state, the simulation was initiated with an mRNA empty of ribosomes, followed by simulation steps until reaching 100 terminations. The system was then simulated for additional 10,000 terminations while keeping track of various properties of the system (details in the Monitored features section below). For example, the steady state rate of protein production was determined by dividing the number of termination events by the total time that has passed. For this number of simulation steps, the difference between two simulation runs in the translation rate for a gene was small, typically 0.6% (median, ranging from 0.1% in the 10^th^ percentile of differences between genes to 2% in the 90^th^ percentile). The simulation was implemented and analyzed in MATLAB R2016b.

### Monitored features

During simulation, steady state distributions were generated for a number of variables related to the translation process. The state variables {*n*_*i*_} were integrated over the simulation time, and divided by total simulation time to get a vector of ribosomal densities for each site on the transcript (the fraction of time a site was occupied by a ribosome). The sum of which is equal to the mean number of ribosomes on the transcript in steady state. Similarly, density profiles were generated for simulated footprints of any feasible size *k* (the number of ribosomes in the footprint) by assigning, at each simulation step, every ribosome to a footprint set according to its distance from neighboring ribosomes. If the distance between two ribosomes was smaller than the maximal allowed spacing, the pair was assigned to the same footprint. After completion of assignments, state variables $\left\{m_{i}^{k}\right\}$ were set to 1 (translated) / 0 (otherwise) according to the position of the upstream ribosome in each footprint of size *k*. The simulated footprint density profiles were obtained by integrating $\left\{m_{i}^{k}\right\}$ over time. Finally, queuing and delay of ribosomes were monitored during the simulation. First, a state variable was defined per site {*d*_*i*_}, which was set to 1 once a ribosome in site *i* failed at a jump event due to the next codon being covered by another ribosome, and was set back to 0 once the ribosome successfully jumped. The density of queued ribosomes was obtained by integration similarly to above; the sum of which gives the average number of queued ribosomes on the transcript (or the queued fraction of ribosomes, QFR, when normalized by the number of ribosomes in the gene/region). Second, the total time that each ribosome spent translating the RNA, as well as the total time spent in queued state, were averaged over the simulated terminations to obtain the average translation and delay times. Finally, a state variable *q* was defined for the transcript, which was set to 1 as long as any ribosome was delayed across the transcript, and utilized it to obtain the probability for a queue.

In order to keep track of the quantities of ribosomes / RPFs in the cell, the RNA copy numbers measured by Arava et al. [40] were employed, while taking into account the estimated occupied (actively translated) RNA copies and the simulated ribosomal / RPF densities described above. For the purpose of computing the correlation between the simulated profiles and Ribo-seq read count profiles (as reported in **S5 Fig**), reads were sampled from this simulated RPF distribution until reaching an equal number of reads to those in the Ribo-seq experiment.

### Simulation calibration

Codon translation times were obtained from [57], where they were fitted using a whole-cell translation simulation model with finite cellular resources and Ribo-seq data (**S4 Table**). Initiation rates were selected to optimize the fit of the number of ribosomes on each transcript in steady state to the experimental data of Arava et al. [40]. In this study, the authors measured a transcriptome-wide profile of ribosome association with mRNAs, including the number of ribosomes per-transcript (a total of 51,819 ribosomes on 5,700 transcripts, **S3 Table** in the original paper), their RNA copy numbers (a total of 12,534 molecules) and an estimation of the fraction of actively translated RNA copies of each type. As estimations for the total number of ribosomes (187,000 ± 56,000, of which 70–85% are engaged in active translation) and RNAs (ranging from 12,500 to 60,000) in a yeast cell vary in the literature [40,58,59], we considered 3 major scenarios: (1) A “balanced” scenario, taking the number of RNAs to be in the mid-range of the above estimates (26,000 [60]), as well as taking the number of ribosomes to be in the mid-range (187,000, of which 85% actively translating); (2) A “dense” scenario, taking the number of RNAs to be in the lower range (12,500) and the number of ribosomes to be in the upper range (243,000, of which 85% actively translating); (3) A “sparse” scenario, taking the number of RNAs to be in the upper range (60,000) and the number of ribosomes to be in the lower range (131,000, of which 70% actively translating). In the first scenario, all but 194 genes converged to feasible initiation rates (that successfully induced the number of ribosomes in steady state as reported by Arava et al., after scaling), and the median initiation rate was identical to a previous study (0.09s^-1^ [41]). In the second and third scenarios 2,341 and 4 genes failed, respectively; the median initiation rate was 0.13s^-1^ and 0.02s^-1^; and the fit of the model to experimental data was generally less accurate (**S5B Fig**). The model was tested with varying termination times ranging from 1-fold to 500-fold the typical translation time of the fastest codon, and did not find significant improvement for longer termination times and therefore set it to be as fast as the fastest codon (**S5C Fig**). Ribosome size was set to be 10 codons, based on the typical footprint length of mRPFs. Results for various choices of ribosome size appear in **S5D Fig**. It can be seen that results do not change considerably in the range of 9–15 codons, with marginally better fitting with experimental data in the range of 10–12 codons. Finally, the model was tested with different footprint spacing parameters (allowing up to 0–4 codons between ribosomes on a single footprint), and found a slight increase (but no clear maximum) in correlation with Ribo-seq double footprints (dRPFs) and single footprints (mRPFs) when allowing a higher number of free codons between ribosomes within a footprint (**S5E Fig**).

Initiation rates were also fitted to Ribo-seq and RNA-seq data using the TASEP model, for the purpose of analyzing their relation with missing mRPFs and the dRPF-to-mRPF ratio (**Fig 3B**). To this end, the number of ribosomes on each transcript was estimated using the ratio of Ribo-seq (dRPF) to RNA-seq RPKM values; the number of copies of each transcript was estimated using the RNA-seq RPKM values. 

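In the libraries of this study, the log2 ratio of dRPF to RNA-seq RPKM had a median of 0.08 and an SD across genes of 1.01 over the 5245 genes above 0 in both. For 1714 of these genes, S1 Table gives the mean number of ribosomes on the transcript in the simulation fitted to the measurements of Arava et al. Spearman's rho between that number and the dRPF/RNA-seq ratio was -0.0507 across these genes, with a 95% bootstrap interval from -0.100 to -0.00439. RPKM is a value per kilobase, and after multiplication of the ratio by ORF length rho was 0.158 across 1704 genes. The rho of ORF length alone with the number of ribosomes was not computed, so this value may come from length and not from the ratio.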

Ribosome and RNA quantities were then scaled to have the same total numbers as described in the first scenario above.

### Randomization

We generated simulations for 100 genomes according to each of two models. In the first model, we permuted the rates of codons globally, i.e. by changing the translation rate of all positions of a codon in the transcriptome at once. The table with permuted codon rates was not constrained by codon synonymy, hence this model may serve as a validation for the calibration of the simulation. In the second model, we kept the original codon rates, but shuffled the order of synonymous codons across the sequence of a gene. Thus, this model controls for codon order in each transcript. In both randomizations, we selected initiation rates resulting in the same average number of ribosomes on the transcript as measured in real genes.

### Functional enrichment

We utilized annotations of GO terms (accessed 04/09/15) obtained from SGD [61] and mapped them to generic slim definitions of the biological process ontology [62]. In addition, we obtained pathways from Wiki Pathways (accessed 29 April 2016) [63].

## Supporting information

S1 Text Simulation pseudo-code. (PDF) Click here for additional data file.

S1 Table Simulated traffic properties. The table reports for each gene the initiation rate, mean number of ribosomes on the transcript, translation rate, translation time, delay time, the queued fraction of ribosomes (QFR), and a measure of ramp strength based on the ratio between QFR in the first 100 codons and the middle of the gene (excluding first/last 100 codons).
(XLSX) Click here for additional data file.

S2 Table Gene sets with extreme traffic conditions. Top/bottom 5% of genes according to their rank and z-scores (based on shuffling of synonymous codon order).
(XLSX) Click here for additional data file.

S3 Table Datasets and mapping statistics. 

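For the libraries of this study, the paper's S3 Table gives 323629 mapped reads for mRPFs, 1141612 for dRPFs and 16286092 for RNA-seq. The reads recovered from the RPKM values on the listed ORFs came to 86.6% of the paper's number for mRPFs, 89.6% for dRPFs and 1.21% for RNA-seq. The gene with the most reads in both footprint libraries was ENO2 (YHR174W), with 2.71% of the recovered reads of the mRPF library and 2.72% of those of the dRPF library. In the RNA-seq library it was YLR154C-G, with 4.96% of the recovered reads.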

(XLSX) Click here for additional data file.

S4 Table Codon translation times. Obtained from: Zur H, Tuller T. Tracking the evolution of mRNA translation via whole cell simulation. [57].
(XLSX) Click here for additional data file.

S1 Fig Sucrose gradient fractions. **(A)** Quantification of ribosome protected footprints (RPFs) according to size. The plot shows the area under the curve (AUC) for mRPF and dRPF fractions. The ratio of dRPFs to mRPFs is reported in the caption. Peaks were detected using MATLAB’s findpeaks function, and their width was determined by the positions where the curve decreases to half the height of the peak, or where the 2^nd^ derivative turns positive. **(B)** Same for Ingolia 2009 data, profile reproduced from [23]. **(C)** Same for Guydosh 2014 data, profile reproduced from [33]. **(D)** Same for Shirokikh 2017 data, profile reproduced from [35] (Figure 5 in the original paper). See also **Fig 1.**
(EPS) Click here for additional data file.

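In this dataset, Spearman's rho between mRPFs and dRPFs was also computed within ranges of the number of reads per gene. Among the 365 genes with a mean of at least 300 recovered reads over both footprint libraries, rho was 0.811, and among the 710 genes with a mean from 100 to 300 it was 0.574. It was 0.384 for the 2025 genes with a mean from 30 to 100 reads, 0.130 for the 1620 genes with 10 to 30, and 0.435 for the 1268 genes below 10. The ranges are cut on the reads of the same libraries, which narrows the spread of values within each and lowers rho, so these values do not show a dependence on the number of reads. The SD across genes of the log2 dRPF-to-mRPF ratio was 1.65 below 10 reads and 1.10 from 300 reads. Over the 1075 genes with a mean of at least 100 reads, the SD across genes of the log2 dRPF-to-mRPF ratio was 1.14. The log2 ratio of dRPFs to RNA-seq had an SD of 0.48 in these genes, and that of mRPFs to RNA-seq 1.09.

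Single genes were chosen among those with a mean of at least 100 reads by a rule set before the data were examined, and their log2 ratios were taken after adding 1 RPKM. SUI1 (YNL244C), which encodes translation initiation factor eIF1 in an ORF on chromosome XIV of R64 from 187170 to 187496, had 7 mRPF reads and 450 dRPF reads. Its log2 ratio was 4.12, and the 95% Wilson interval of its share of dRPF reads corresponds to log2 ratios from 3.09 to 5.19. ECM15 (YBL001C) followed with a log2 ratio of 3.86. YNL054W-A, a gag protein gene of a transposable element, had the largest log2 ratio at 4.20, but 100% of its 28 nt words also occur in other genes, so that its reads could have been divided between copies. SSY1 (YDR160W), on chromosome IV from 776163 to 778721, had 869 mRPF reads and 30 dRPF reads, a log2 ratio of -6.60 with an interval from -7.25 to -6.20. ADE3 (YGR204W) had a log2 ratio of -4.28 and NOG2 (YNR053C) of -3.60. The RPKM of mRPFs, dRPFs and RNA-seq were 76.4, 1345 and 887 for SUI1 and 45.3, 670 and 678 for ECM15. For SSY1, with 3 RNA-seq reads, they were 1212, 11.5 and 5.96. For ADE3 they were 259, 12.4 and 14.3, and for NOG2 464, 37.5 and 38.3. In these genes dRPFs lay closer to RNA-seq than mRPFs did. In YNL054W-A, with 91.2, 1692 and 218 RPKM, mRPFs lay closer. The genes with the highest mRPF values were RPL41B, ENO2 and TDH3, which all share sequence with another gene, and their log2 ratios were 0.73, 0.01 and 0.35. The intervals cover counting error only, since reads that are PCR copies are not independent.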

S2 Fig Fig 2 repeated for the Diament et al. dataset. (EPS) Click here for additional data file.

S3 Fig Fig 2 repeated for the Guydosh et al. dataset. (EPS) Click here for additional data file.

S4 Fig **(A)** Partial correlations between missing mRPFs and transcript features, as reported in **Fig 3B**, for different detection thresholds. **(B)** A histogram of simulated RPFs, *i*.*e*. the number of ribosomes in the transcriptome that are isolated or part of a pair, triplet etc. when no space is allowed between ribosomes on the same footprint. The simulated dRPF to mRPF ratio is reported. **(C)** Same, where the space of ribosomes in a footprint does not exceed 1 codons. **(D)** Same, where the space of ribosomes in a footprint does not exceed 2 codons. **(E)** Same, where the space of ribosomes in a footprint does not exceed 3 codons. **(F)** Same, where the space of ribosomes in a footprint does not exceed 4 codons.
(EPS) Click here for additional data file.

S5 Fig Methods. **(A)** Distributions of mapped double ribosome protected footprints (dRPFs) in the datasets used in this study. **(B)** Calibration of simulation parameters according to 3 scenarios for the number of ribosomes and RNA molecules in a cell (details in the Materials and Methods section). Simulated mRPFs and dRPFs were sampled to have the same number of reads as in the respective Ribo-seq dataset (an aggregation of our experiment and Guydosh et al.’s). Translational efficiency (TE) was defined as the ratio between RPKM values of Ribo-seq and RNA-seq reads, and compared to simulated translation rates. Initiation rates were inferred as described in the methods and compared to data from Ciandrini et al. **(C)** Calibration of the termination rate relative to the fastest codon. **(D)** Calibration of ribosome size. **(E)** Results for the simulated RPFs for different allowed spacing within a ribosome footprint.
(EPS) Click here for additional data file.

# Supplementary material for: The extent of ribosome queuing in budding yeast
**Source:** PLoS Comput Biol. 2018 Jan 29;14(1):e1005951. doi: 10.1371/journal.pcbi.1005951
**Supplement:** S1 Text

# The extent of ribosome queuing in budding yeast:

## S1 Text

### TASEP simulation

The following is a summary of the algorithm for sampling from the TASEP model (see also its description in the Materials and Methods section). In the first phase, 100 terminations are simulated in order to bring the RNA to steady state. Next, 10,000 additional terminations are simulated while monitoring relevant features, such as ribosome density.

1. Parameters:
  - 1.1.  $\lambda$  - initiation rate.
  - 1.2.  $\{\lambda_i\}_{i=1}^N$  - elongation rates of codons.
  - 1.3. *riboSize* - size of ribosome in codons.
  - 1.4. *footSpace* - maximal allowed codons between adjacent ribosomes within a footprint.
  - 1.5. *simTerms* - number of terminations to simulate.
2. Initialize:
  - 2.1.  $T \leftarrow 0$  (time).
  - 2.2.  $R \leftarrow \emptyset$  (translating ribosome list).
  - 2.3. *term*  $\leftarrow 0$  (termination counter).
  - 2.4. Monitored features:
    - *riboDensity* $[i] \leftarrow 0$ ,  $1 \leq i \leq N$  (mean ribosome occupancy per position).
    - *footDensity* $[i, k] \leftarrow 0$ ,  $1 \leq i \leq N$ ,  $1 \leq k \leq N/\text{riboSize}$  (ribosome footprint density, per position and footprint size).
    - *queueDensity* $[i] \leftarrow 0$ ,  $1 \leq i \leq N$  (mean queued ribosomes per position).
    - *transTime*  $\leftarrow 0$  (mean translation time of the RNA).
    - *queueTime*  $\leftarrow 0$  (mean delay time during translation).
3. Draw a time step:
  - 3.1. Let  $\mu \leftarrow \lambda + \sum_{i=1}^N n_i \lambda_i$ .
  - 3.2. Sample  $dT \sim \text{Exp}(\mu)$ .
4. Update monitored features by integrating over  $dT$ :
  - 4.1. Increment  $T$  by  $dT$ .
  - 4.2. For each ribosome  $j$ :
    - Increment  $R[j].\text{transTime}$  by  $dT$ .
    - Increment *riboDensity* $[R[j].\text{position}]$  by  $dT$ .
    - If  $R[j].\text{queued}$ , then:
      - Increment  $R[j].\text{queueTime}$  by  $dT$ .
      - Increment *queueDensity* $[R[j].\text{position}]$  by  $dT$ .
  - 4.3. For each position  $i$ :
    - For each footprint size  $k$ :
      - If position  $i$  is occupied by the first ribosome in a footprint of size  $k$ , then increment *footDensity* $[i, k]$  by  $dT$ .
5. Sample a single event stochastically:
  - 5.1. Initiate with probability  $\lambda/\mu$ :
    - If  $|R| = 0$  or  $R[1].\text{position} > \text{riboSize}$ , then
      - Insert a new ribosome into  $R$  with the following attributes:
        - *position*: 1
        - *queued*: FALSE
        - *transTime*: 0
        - *queueTime*: 0
  - 5.2. Elongate with probability  $n_i \lambda_i / \mu$ ,  $1 \leq i < N$ :

- Let  $j$  be the index of the ribosome at site  $i$ .
  - If  $j$  is the last (3'-most) ribosome or  $(R[j+1].position - R[j].position) > \text{riboSize}$ , then:
    - Increment  $R[j].position$ .
    - $R[j].queued \leftarrow FALSE$ .
  - Else:
    - $R[j].queued \leftarrow TRUE$ .
- 5.3. Terminate with probability  $n_N \lambda_N / \mu$ :
- $\text{transTime} \leftarrow \text{transTime} + R[\text{end}].\text{transTime}$
  - $\text{queueTime} \leftarrow \text{queueTime} + R[\text{end}].\text{queueTime}$
  - Remove last ribosome from  $R$ .
  - Increment  $\text{term}$ .
6. If  $(\text{term} < \text{simTerms})$ , then go to 3.
7. Return:
- 7.1.  $\text{rate} \leftarrow \text{term}/T$ . (mean translation rate)
  - 7.2.  $\text{riboDensity}[i] \leftarrow \text{riboDensity}[i]/T$ ,  $1 \leq i \leq N$ .
  - 7.3.  $\text{footDensity}[i, k] \leftarrow \text{footDensity}[i, k]/T$ ,  $1 \leq i \leq N$ ,  $1 \leq k \leq N/\text{riboSize}$ .
  - 7.4.  $\text{queueDensity}[i] \leftarrow \text{queueDensity}[i]/T$ ,  $1 \leq i \leq N$ .
  - 7.5.  $\text{transTime} \leftarrow \text{transTime}/\text{term}$ .
  - 7.6.  $\text{queueTime} \leftarrow \text{queueTime}/\text{term}$ .

How the deposited data were processed for this re-analysis (not part of the article)

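Ribosome footprints and mRNA of budding yeast were measured in 3 libraries, 1 of mRPFs, 1 of dRPFs and 1 of RNA-seq, without replicates. The authors trimmed adaptors with Cutadapt, discarded rRNA and tRNA reads from the Ribo-seq libraries, mapped reads to the R64 transcripts of Ensembl with Bowtie, divided multiply aligned reads by the local density of unique reads, and deposited RPKM values per gene. These values were used as deposited. The reference used here is the same R64 assembly, with an annotation that may be of another release. It held a CDS for 5988 of the 6664 listed genes, and the other 676 genes entered only results that need no sequence or length.

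Reads per gene were recovered as the multiple of the smallest recurring step in the product of RPKM and CDS length, counting a value as whole within 0.02 reads. This gave 280237 mRPF, 1022905 dRPF and 196614 RNA-seq reads. The recovered reads set minimums, thinned libraries and gave counting intervals, and no count model was fitted. With these depths, 498 genes had at least 100 reads in the mRPF library, 1592 in the dRPF library and 302 in the RNA-seq library.

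Rank correlations and partial rank correlations were computed across genes with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, with pandas 2.3.3 and statsmodels 0.14.6. Their 95% intervals come from 1000 bootstrap draws of genes. No p-values across genes were computed, because genes are not replicates. tAI was computed after dos Reis from 274 nuclear tRNA genes whose anticodon was found in the sequence, with 1 gene not placed. The anticodon matched the annotation's note in 23 of the 23 genes that have such a note. Where mean codon decoding time replaced tAI, its inverse was used, so that both features rise with speed. A gene was counted as sharing sequence when at least 10% of its 28 nt words occur in another gene, which held for 428 genes.

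Sets of S2 Table were compared by the median log2 dRPF-to-mRPF ratio and its percentile among 10000 random lists of the same size, matched on mean expression in 10 bins. The background was restricted to the 1999 genes of the part of S1 Table used here. This restriction and the number of bins were not set before the data were examined.

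The recovery of reads, the partial correlations, the matching on expression, the slope of the footprint ratios and the thinning to equal depth were tested on simulated data. The other procedures, among them the bootstrap intervals, the matching on ORF length or RNA-seq RPKM and the splitting of dRPF reads between ratios, were not. Totals of reads were recovered for all 3 libraries. A feature without an effect of its own had a partial rho of 0.0119 and a plain rho of 0.328 in 1700 simulated genes. A set of 200 genes spread over the expression range and shifted by 0.5 gave a set difference of 0.45, and the same set without a shift gave -0.05. For a set at the top of the expression range the procedure failed: 10 bins left a difference of 0.97 without any shift, and 20 bins 0.49. The expression that the matching left unbalanced was therefore measured for each set of the paper. It was at most 0.04 on the log2 scale for the QFR sets and 0.84 for the set with the highest translation rates, which is reported with this limit.

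The genes named singly are the 3 with the largest and the 3 with the smallest log2((dRPF + 1)/(mRPF + 1)) among genes with a mean of at least 100 recovered reads over both footprint libraries, and the 3 with the highest mRPF RPKM. The paper's text names no single gene that would add to them. The alternatives were pseudocounts of 1 and 0.1, minimums of 10 RPKM or 10 reads, the exclusion of genes sharing sequence or of transposable elements, other measures of the features, and other matching variables. Thinning of dRPFs to the mRPF depth and matching in 20 bins were added after the data were seen. Protein abundance, positional profiles and the libraries of other studies were not analysed here.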

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

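The limit of 10000 RPKM was chosen after the values had been seen, while the test of the other overlapping genes was set out before its value was computed. Each ORF below was above 10000 RPKM in a library and either overlaps a non-coding RNA gene on the same strand or has no CDS in the annotation, and the paper does not discuss it. The values above that limit also exceed those of 3 reads on the shortest listed CDS, which are 209.9 RPKM for mRPFs, 57.5 RPKM for dRPFs and 299.2 RPKM for RNA-seq.

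YLR154C-G, on chromosome XII from 462522 to 462671 within a large-subunit rRNA gene, had 330502 RPKM in the RNA-seq library and was listed at 0 in both footprint libraries. The paper states the removal of rRNA reads for Ribo-seq. YJL047C-A, on chromosome X from 349044 to 349178 and overlapping the snoRNA gene SNR60, had 10758 RPKM for mRPFs, 15960 for dRPFs and 47621 for RNA-seq. YGL088W, on chromosome VII from 345836 to 346201 and overlapping the snoRNA gene SNR10, had 10038 RPKM for dRPFs and 44719 for RNA-seq. YMR013W-A, which has no CDS in the annotation used here and was therefore not placed, had 41748 RPKM for dRPFs and 83638 for RNA-seq.

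A candidate explanation is that reads of the non-coding RNA were counted on the ORF. If so, other genes that overlap a non-coding RNA gene would be expected to have more RNA-seq than mRPF signal. The median log2 RNA-seq-to-mRPF ratio of the other 5 such genes was -2.01, at percentile 2.08 of random lists matched on ORF length. These 5 are the genes left after those with the highest values had been taken out, SER3 among them had more RNA-seq than mRPF signal, and YIR020C was at 0 in both libraries. The test therefore does not settle the origin of the reads, and the high values cannot be told apart from reads of the non-coding RNA. It was not run for YMR013W-A. No biological explanation was tested.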

How the results depend on the processing

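Across all alternatives, 74 values stayed within the 95% interval of the reported value without taking the opposite sign, 4 of them at exactly 0, 25 moved outside it with the same sign, and 6 changed sign, of which 3 lay within the interval. The cause was not tested for any of these changes unless a test under other observations addresses it.

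The correlations of RPKM stayed positive under every alternative run. In the order mRPF with dRPF, mRPF with RNA-seq and dRPF with RNA-seq, rho was 0.695, 0.662 and 0.843 for genes above 0 in both libraries, 0.618, 0.588 and 0.814 for genes with a mean of at least 10 RPKM, 0.636, 0.631 and 0.846 for genes with a mean of at least 10 reads, and 0.710, 0.682 and 0.853 for the 5560 genes that have a CDS and share no sequence. Pearson's r of log2(RPKM + 1) was 0.818, 0.780 and 0.894. For mRPF with dRPF, rho was 0.756 within the genes of the simulation table. After thinning dRPFs to the mRPF depth, an alternative chosen after the data were seen, it was 0.718 for the 5988 genes with a CDS, against 0.731 for the same genes without thinning. In each of the alternatives run for all pairs, dRPFs were closer to RNA-seq than to mRPFs.

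For the dRPF-to-mRPF ratio, the dRPF/RNA-seq ratio in place of the initiation rate gave partial rho values of 0.193 with that ratio, 0.159 with tAI and -0.307 with ORF length. The value of 0.193 is between ratios that share the dRPF reads. Without controlling for other features, rho was 0.321 with the initiation rate, 0.172 with tAI and -0.310 with ORF length. With RNA-seq RPKM as an added feature, the partial rho fell to 0.0349 with the initiation rate and reversed to -0.0476 with tAI. The sign with ORF length was negative in every alternative run.

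The rho of translation rate with mRPF/RNA-seq reversed to 0.0672 with dRPF/RNA-seq and was -0.155 with mRPFs and dRPFs summed. The rho of ribosome number with dRPF/RNA-seq reversed to 0.158 when the ratio was multiplied by ORF length. The set difference of the QFR zscore-hi genes, -0.13 as reported, reversed to 0.0792 with a pseudocount of 1 and 0.0832 with a pseudocount of 0.1 over all listed genes, and to 0.236 for genes with a mean of at least 10 reads. These 3 values lie within its interval, and with the pseudocounts the median of the set is exactly 0, the ratio given to genes at 0 in both libraries. The matching in 20 bins, chosen after the data were seen, gave no value for the set with the highest translation rates, because too few genes outside it lay in a bin.

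Depth limits the results for single genes: the median gene had 15 mRPF reads and 8.63 RNA-seq reads. Depth was not ranked against other limits, such as the lack of replicates. In genes with a mean of at least 100 reads, counting error was the smaller part of the spread. There, libraries drawn from the dRPF profile at the dRPF and mRPF depths had an SD of the log2 ratio of 0.18, against 1.14 measured.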

Differences from the paper's values

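The paper's rho between mRPF and dRPF RPKM is 0.88, for the data aggregated with those of Guydosh and Green, and the value in the libraries of this study alone was 0.775. The paper shows this dataset alone in S2 Fig, but its text gives no value for it, so the like comparison was not made. The gap may therefore reflect the different data. None of the alternatives set before the data were examined closed the gap, and the closest was Pearson's r of log2(RPKM + 1), at 0.818. Thinning dRPFs to the mRPF depth, chosen after the values had been seen, gave 0.718 for the 5988 genes with a CDS, against 0.731 without thinning.

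For the translation rate and the ratio of Ribo-seq to RNA-seq RPKM, the paper's rho is 0.37 and the value with mRPFs was -0.257, of opposite sign. The paper's value covers more genes than the 1671 used here, which come from only part of S1 Table. Its text does not say which Ribo-seq libraries gave the value. For the calibration of the simulation, it used data aggregated with those of Guydosh and Green. The like comparison was therefore not made, and the gap may reflect the different genes or data. None of the alternatives set before the data were examined closed the gap. With dRPFs the value had the paper's sign, at 0.0672.

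The paper's partial correlations of the dRPF-to-mRPF ratio are shown in Fig 3B, for the aggregated data, with more features and with initiation rates fitted to dRPF and RNA-seq values. For the initiation rate the paper's value is about 0.5 in Fig 3B, read by eye, and the value here was 0.106. For tAI it is about -0.29 in Fig 3B, read by eye, against 0.0725. For ORF length it is about 0.46 in Fig 3B, read by eye, against -0.171. None of the alternatives set before the data were examined closed any of these gaps. The partial rho with tAI had the paper's sign with RNA-seq RPKM as an added feature, at -0.0476, and the partial rho with ORF length had the opposite sign to the paper's in every alternative run. Thinning dRPFs to the mRPF depth, chosen after the values had been seen, gave 0.108 for the initiation rate, 0.0673 for tAI and -0.160 for ORF length.

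The paper's number of mapped RNA-seq reads is 16286092, which is 82.8 times the 196614 reads recovered from the RPKM values on the listed ORFs. There was no alternative for this number.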

Other observations

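Lists matched on ORF length were an alternative set before the data were examined, but their use as a test of an explanation for the QFR sets was chosen only after the results had been seen. The other tests were set out before their values were computed, although the correlations they address had been seen. All relations are across genes in single libraries.

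The dRPF values followed RNA-seq more closely than they followed mRPFs: among the 5988 genes with a CDS, rho with RNA-seq exceeded rho with mRPFs by 0.135. With all 3 libraries thinned to 196614 reads, the difference was 0.134, so unequal depth does not account for it. A pair of libraries drawn from the dRPF profile at the depths of the dRPF and mRPF libraries had a mean rho of 0.961, against the measured 0.731. In genes with a mean of at least 100 reads, such drawn libraries had an SD of the log2 ratio of 0.18, against 1.14 measured. The draws model independent reads only. PCR copies and variation between libraries, for which there are no replicates, add to the spread, so that noise in the mRPF library cannot be ruled out. The difference was 0.136 without genes that lack a CDS or overlap a non-coding RNA gene, 0.143 without genes sharing sequence, and 0.131 as partial correlations given GC content and ORF length. A further candidate explanation is that the dRPF library holds mRNA fragments without ribosomes. The slope of log2 dRPF/RNA-seq on log2 mRPF/RNA-seq, with sampling noise removed by splitting reads, was 0.224 across 824 genes (95% bootstrap interval -0.0196 to 0.549). Simulated libraries without mRNA fragments gave a slope of 0.997 and libraries with them 0.455, but simulated noise specific to genes in the mRPF library alone gave 0.496. The pattern therefore cannot be told apart from either mRNA fragments in the dRPF library or gene-specific noise in the mRPF library. No biological explanation was tested.

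The dRPF-to-mRPF ratio fell with ORF length, opposite in sign to Fig 3B. In the 369 genes of that comparison with a mean of at least 100 reads, the partial rho with length was -0.299, so the relation was present in genes with many reads. This minimum counts reads, which rise with ORF length and are mostly dRPF reads. It can itself add to a negative relation, so genes with few reads are not excluded as a source. Without this minimum, the partial rho was -0.176 with GC content as an added control and -0.168 without genes sharing sequence. Across 4997 genes, the mRPF/RNA-seq ratio rose with length, with a rho of 0.213, and the dRPF/RNA-seq ratio fell, with a rho of -0.145. Effects of nuclease digestion and of the selection of footprint sizes were not tested, and no biological explanation was tested.

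The dRPF-to-mRPF and dRPF/RNA-seq ratios share the dRPF reads. With the same random part of the dRPF reads in both ratios, rho was 0.308 across 4997 genes, and with separate parts it was 0.221. Shared sampling noise thus accounts for some of the relation, and the rest cannot be told apart from other shared errors of the dRPF library.

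In the sets of S2 Table, the median log2 dRPF-to-mRPF ratio of the 57 genes used from the QFR rank-hi set exceeded that of lists matched on expression by 0.41, at percentile 99.2, but the bootstrap interval of the difference ran from -0.10 to 0.92. Simulated draws for this set without any set effect ranged from -0.39 to 0.28. The difference was 0.55 for genes with a mean of at least 10 RPKM, 0.52 for genes with a mean of at least 10 reads, 0.61 without genes sharing sequence and 0.39 against lists matched on RNA-seq RPKM, at percentiles of 99.88, 99.8, 99.98 and 99.06. With a pseudocount and all listed genes it was 0, but 39 of the 110 genes then in the set are at 0 in both libraries and have a log2 ratio of exactly 0, so that this value does not bear on the difference. Against lists matched on ORF length the difference was 0.0439, which is consistent with the length of these ORFs as the explanation. For the 75 genes of the QFR rank-lo set the difference was -0.57, at percentile 0.045, with a bootstrap interval from -0.77 to -0.25. Simulated draws for this set without any set effect ranged from -0.49 to 0.33, so the measured value lay only a little outside them. Against lists matched on ORF length the difference was -0.27, at percentile 1.07, so length may account for part of it. The QFR zscore-hi and zscore-lo sets had differences of -0.13 and 0.13, at percentiles 18.5 and 85.4. The bootstrap intervals of these differences ran from -0.38 to 0.45 and from -0.11 to 0.47. Against lists matched on ORF length the differences were -0.23 and 0.22, at percentiles 6.18 and 96.47. For genes with a mean of at least 10 reads, the zscore-hi difference had the opposite sign, 0.24 at percentile 95.42, and the zscore-lo difference was 0.14 at percentile 85.48. The 108 genes with the highest translation rates had a difference of 0.52, at percentile 100, but the matching left their expression higher by 0.84 on the log2 scale, so this is not a matched comparison. In 20 simulated draws without any set effect, with the measured dependence of the ratio on expression, this set gave differences from -0.16 to 0.32, below the measured 0.52. Against lists matched on ORF length the difference was 0.39, at percentile 99.8, and against lists matched on RNA-seq RPKM it was 0.31, at percentile 100, and neither of these matchings was tested by such draws.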
